A study of Rattus norvegicus with 72 samples. Its data were reported in "Identification of a Gene Signature Predicting (Nano)Particle-Induced Adverse Lung Outcome in Rats" (2023).

How the data were processed

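The study measured gene expression in lung tissue of female Sprague Dawley rats after subacute nose-only inhalation of P25, a titanium dioxide nanoparticle powder. RNA came from the accessory lung lobe of 72 rats, with 6 rats in each of 12 groups, and each rat has 1 array. The groups cross 4 exposures, namely filtered air (controls) and concentrations equivalent to 1.5, 5 and 15 mg/m3 (low, medium and high dose), with 3 sampling times after the end of exposure, 3 days (D3), 30 days (D30) and 180 days (D180). Per the sources used here, the lower doses were obtained by shortening the daily exposure. Groups and replicate numbers were taken from the sample titles in the labels.

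RNA labeled with Cyanine 3 was hybridized on Agilent SurePrint rat 60K arrays, with a single colour. Per the labels and the methods of the study, the authors scanned the arrays and extracted the signals with Agilent Feature Extraction 12.0.1.1, and the deposited table has 1 row per probe and 1 column per array. The scale of the deposited values is not stated in the sources used here and was settled from the values. The widest probe spans 17.49 units over the arrays, which is a ratio of 184439 if the base is 2 and of 3.95e+07 for natural logarithms, beyond the range of a scanner. In the deposited table, the median of every row over the 72 arrays is 0 within 4.8e-07, so the values as deposited, read here as log2 values, had been centred by the authors on the median of each probe. The absolute brightness of a probe is therefore not known here. Whether the deposited values had been scaled between arrays is not stated. The medians of single arrays run from -0.22 to 0.19 and their interquartile ranges from 0.38 to 1.09 on the log2 scale. No 2 arrays hold identical values, and the highest correlation between 2 arrays is 0.62.

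The table has 45738 rows, of which 140 are control probes and 45598 are gene probes. The control probes are 28 spike-in probes, 111 negative control probes and 1 bright corner probe, classed here by their names alone. The gene probes were tested. The control probes served to describe the arrays, through the median of the spike-in probes and the median of the negative control probes on each array. These medians also gave a split of the D3 arrays, the covariates of an alternative fit and the probes that follow the negative controls. The control probes were also fitted beside the gene probes, to see whether any was called. The files do not pair the probes with gene names, so every result is per probe. The 35 gene lists fixed in advance, and the genes of the signature proposed in the study, were not tested.

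The main analysis follows the methods of the study where these are stated (quantile normalization, the limma model, Benjamini-Hochberg adjustment, a fold change of at least 2 and an adjusted p-value under 0.05). Values were quantile normalized between arrays and fitted with limma 3.58.1 (R 4.3.3) with 12 group means, all 72 arrays in 1 fit and no covariates. A probe was called when its adjusted p-value was under 0.05 and its log2 fold change was at least 1 in size. Here the quantile step acted on centred values, not on brightness as in the methods of the study. The filter on dim probes that was planned could not be applied to centred values, and probes could not be averaged per gene. The batch correction named in the methods was not repeated because its batches are not given in the sources used here. Dose trends were fitted with limma on the concentration over the arrays of 1 day, and called at an adjusted p-value under 0.05. Exposed and control groups of a day were compared directly, the high dose was compared with the low dose, the high-dose effect was compared between days, and the controls were compared between days.

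Some measures were chosen after the data had been seen. The probes called at the high dose on one day formed a set, and the mean of the set on each array of another day, less the mean of that day's controls, is called the set score. Groups were compared by an exact two-sided permutation test of the set scores (Python 3.11.15, NumPy 2.4.6), with Benjamini-Hochberg adjustment over 24 tests. The same scores were also computed with each day normalized and fitted alone, and with the other scalings. A difference of the high-dose effect between D3 and D180 was tested by 100000 permutations, in which values expressed relative to the controls of their day were exchanged between days.

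The rule for named items was fixed before the data were examined. It asked for the most changed genes among those called, and because the probes have no names here, it was reduced to the 2 probes that rose most and the 2 that fell most at the high dose on D3.

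The fit was tested on simulated data for the high dose at D3 (45598 probes, of which 200 were changed, normal noise with the spread of each probe). It recovered 33.0% of probes changed by 1.00 on the log2 scale, 73.5% of those changed by 1.50, 83.0% of those changed by 2.00 and 98.5% of those changed by 3.00, with 2, 9, 6 and 8 false calls. With the residuals of the real arrays reassigned to the groups in place of normal noise, it recovered 30.5%, 74.5%, 86.0% and 98.0% of the 200 changed probes, with 24, 12, 11 and 45 false calls. At a change of 1.00, the 24 false calls stood beside 61 recovered probes, so the share of false calls can exceed the adjusted threshold where arrays vary together. The number of arrays limits the precision, and the median standard error of a log2 fold change between 2 groups was 0.26.

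Alternatives fixed in advance were 75th percentile scaling, the values as deposited, fits on fewer arrays, the replicate number as a block, the first principal component of the residuals as a covariate, limma array weights, no fold threshold and leaving out each array in turn. Alternatives added later were the levels of the control probes as covariates, the first 3 or 4 principal components of the residuals as covariates, a split of the D3 arrays by spike-in level, the named probes in fits of fewer arrays and with array weights, and leaving out doubted arrays or probes that follow the negative control probes. Samples of the other materials of the study were not analysed here.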

Results

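Lung gene expression was measured on 72 arrays, 1 per rat, in 12 groups of 6 rats. At D3, D30 and D180 after the end of inhalation, rats exposed to P25 at 1.5 (low), 5 (medium) or 15 (high) mg/m3 were set against rats that breathed filtered air and were sampled on the same day. Values are log2 levels per probe, centred on the median of each probe, so they give differences between arrays and not absolute levels. The number of arrays limits the precision. The files do not pair the probes with gene names.

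The arrays differed in ways that the groups do not explain. At D3, the median level of the spike-in probes, RNA of known sequence added to each sample, split the arrays into 8 with values from 1.78 to 2.19 and 16 with values from -0.76 to 0.75 on the log2 scale. The 8 arrays were 3 controls, 1 low-dose, 2 medium-dose and 2 high-dose arrays, and they are treated below as a batch. They were not alike in their negative control levels. These ran from -0.81 to -0.58 in the controls and were -0.92 in the low-dose array. In the medium-dose arrays they were -0.73 (replicate 6) and 0.36 (replicate 3). In the high-dose arrays they were 0.32 (replicate 1) and -0.22 (replicate 4). The batch block, scores and splits below therefore do not remove this difference between controls and high-dose arrays. At D30 and D180 no such split of the spike-in level was seen. However, 1 medium-dose array of each day lay far below the others (-2.14 at D30, replicate 5, and -2.84 at D180, replicate 6). The negative control level at D180 was uneven over the doses. It ran from -0.37 to 0.71 in the controls and from -0.10 to 1.16 at the low dose. At the medium dose it ran from -0.99 to 0.41 and at the high dose from -0.46 to 1.04. No spike-in or negative control probe was called in any comparison of exposed rats with controls. Their levels were not equal, however. The median change of the spike-in probes ran from -0.68 (low dose at D3) to 0.07 (low dose at D30). That of the negative control probes ran from -0.33 (medium dose at D180) to 0.38 (high dose at D3).

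**Figure D1:**
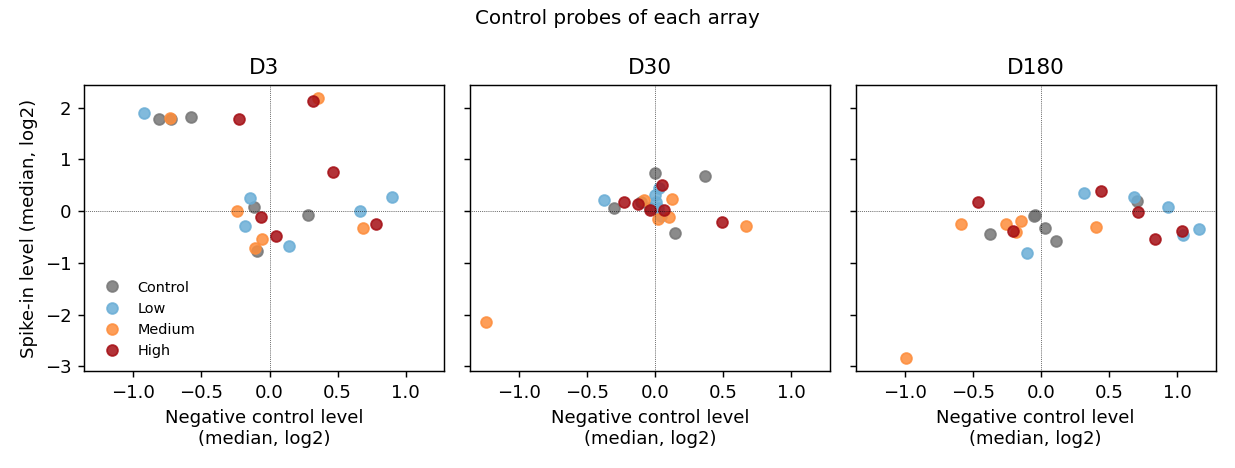
Each point is 1 array, with the median log2 level of the negative control probes on the x axis and of the spike-in probes on the y axis, coloured by dose group, in 1 panel per day. At D3, 8 arrays lie at 1.78 or above on the y axis, apart from the other 16, and 1 medium-dose array lies at -2.14 at D30 and 1 at -2.84 at D180.

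The first question was which transcripts changed shortly after exposure, and at which dose. At D3, the high dose changed 405 of 45598 probes, of which 317 were higher and 88 were lower than in controls (limma, adjusted p-value under 0.05 and fold change of at least 2). The median change was 1.40 for the probes that rose and -1.38 for those that fell, with median standard errors of 0.29 and 0.33. A rise of more than 4-fold was measured for 52 probes and a fall of more than 4-fold for 9. The medium dose changed 15 probes, 14 higher and 1 lower. That count was 2 without replicate 4 and 8 without replicate 1 of the medium dose, 6, 9, 7 and 6 without replicates 2, 3, 4 and 6 of the controls, and 8 and 7 in the fits of 24 and 12 arrays. The low dose changed 0 probes in limma, with 1620 probes at an unadjusted p-value under 0.05, where chance alone gives 2280 on average. With the first principal component of the residuals as a covariate this number was 2594, so its side of 2280 depends on the processing. Without replicate 1 or without replicate 4 of the controls the low dose changed 1 probe. It also changed 0 probes in the fits on the 24 arrays of the day and on the 12 arrays of both groups.

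With the spike-in batch as a block, the D3 counts were 403 at the high dose, 19 at the medium dose and 1 at the low dose. Within the 16 arrays of the lower spike-in level, 42, 0 and 0 probes were called at the high, medium and low dose. Within the 8 arrays of the higher level, 1, 0 and 37 probes were called, and there the low dose has a single array. With limma array weights, which give more weight to arrays close to their group mean, the counts at D3 rose to 2029, 458 and 378 at the high, medium and low dose. The rises no longer prevailed there, since 50.6% of these probes were higher at the high dose, 43.0% at the medium dose and 43.4% at the low dose, against 78.3% and 93.3% at the high and medium dose without weights. These weights were 2.46, 2.76 and 2.61 for the 3 controls of the high spike-in batch and between 0.34 and 0.60 for the other 3 controls.

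The second question was whether the changes persisted. At D30, 296 probes were called at the high dose, of which 236 were higher (79.7%) and 60 were lower. The share of higher probes was 90.4% with the values as deposited. The median change was 1.57 for the probes that rose and -1.35 for those that fell, with median standard errors of 0.34 and 0.30. The medium dose changed 1 probe, which was higher. The low dose changed 0 probes in limma, with 2060 at an unadjusted p-value under 0.05, where chance alone gives 2280 on average. This number was 939 with 75th percentile scaling and 2761 with the first principal component of the residuals as a covariate. Its side of 2280 therefore depends on the processing. The low dose also changed 0 probes in the fits on 24 and on 12 arrays, and 4 with array weights. It changed 4 without replicate 4 of the controls, and 3 and 2 without replicates 3 and 4 of the low dose. The medium-dose count was 12 without replicate 1 of the medium dose, and 0 in limma without replicate 2, 4, 5 or 6 of that group or without any 1 of the 6 controls, with 2659 probes at an unadjusted p-value under 0.05 in the fit of all arrays.

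At D180, 14 probes were called at the high dose, 12 higher (85.7%) and 2 lower. The share of higher probes was 97.3% with the values as deposited, where 37 probes were called. The 12 probes that rose had a median change of 2.44. The medium dose changed 1 probe, which was higher. The low dose changed 0 probes in limma, with 4174 at an unadjusted p-value under 0.05, where chance alone gives 2280 on average. This number was 9652 with 75th percentile scaling. Probes vary together across arrays, so such a number can lie far from 2280 without an effect. Within groups, the first principal component of the residuals correlated with the negative control level of the arrays (r = 0.94). That level was uneven over the doses at D180. With array weights, 24 probes were called at the low dose. With the first 3 principal components of the residuals as covariates, 64 probes were called at the low, 66 at the medium and 41 at the high dose, and with the first 4 components 120, 114 and 60. Components taken from the residuals lower the estimated spread and leave the changes as they are, so they tend to raise the counts. Leaving out 1 array gave up to 6 probes at the low dose (without its replicate 4; 3, 2 and 1 without replicates 1 and 2 of the controls and replicate 3 of the low dose), and 5, 3 and 3 at the medium dose without replicates 2, 3 and 4 of the controls. The high-dose count at D180 depended on single arrays. It was 31 without replicate 4 of the high dose, 9 without replicate 1, 8 without replicate 2 and 8 without replicate 5 of that group, and 9 without replicate 4 of the controls. With only the 24 arrays of D180 it was 1 and with only the 12 arrays of both groups it was 0, with 3098 probes at an unadjusted p-value under 0.05 in the fit of all arrays.

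**Figure D2:**
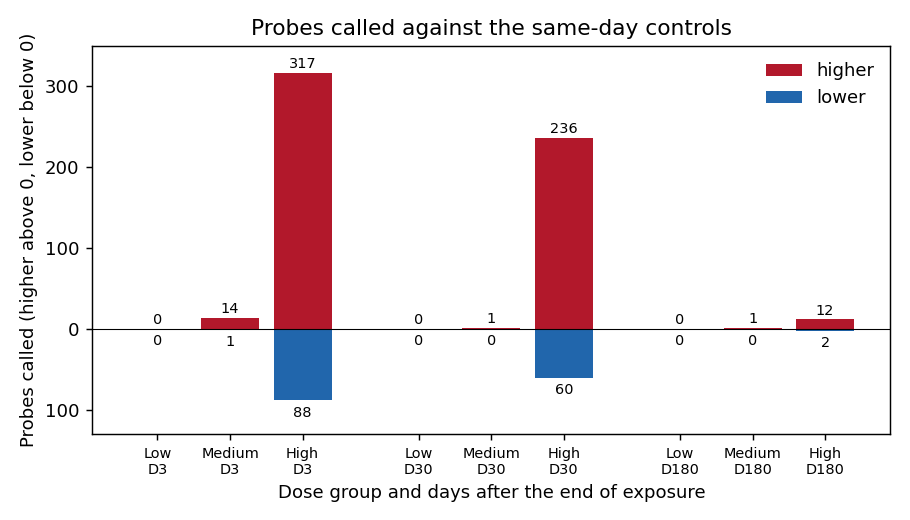
Bars give the number of probes called against the controls of the same day for each dose group and day, with higher probes above 0 and lower probes below 0. The high dose gives 317 and 88 probes at D3, 236 and 60 at D30, and 12 and 2 at D180, and the low dose gives 0 on each day.

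The probes that changed at D3 and at D30 overlapped. Of the probes called higher at the high dose, 136 were shared by D3 and D30, where independent lists of those sizes would share 1.64. Of those called lower, 16 were shared, where independent lists would share 0.12. No probe was called in opposite directions. At all 3 days, 9 probes were called higher and 0 lower at the high dose, and independent lists would share 0.000432 higher probes. The other doses had 0 probes called at all 3 days. These lists have no rats in common, but they share the normalization and the estimate of the spread. Independent lists are therefore only a rough reference. Across all probes, which are not independent replicates, the high-dose changes at D3 and D30 correlated with r = 0.34, those at D3 and D180 with r = 0.31, and those at D30 and D180 with r = 0.15.

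A probe of one day's list was also measured on another day, in other rats. All arrays shared the normalization and the estimate of the spread, so the sets were also chosen and scored with each day normalized and fitted alone, as given below. The set score of the 236 probes called higher at D30 was 1.40 ± 0.27 (SD, n = 6) in the high-dose arrays of D3 and 0.00 ± 0.15 in the controls. It was 0.64 ± 0.21 at the medium dose and 0.24 ± 0.12 at the low dose. All 3 differences passed the exact permutation test (p = 0.00216, p = 0.00216 and p = 0.0152, adjusted p = 0.00866, 0.00866 and 0.026), and 6 of 6 arrays lay above the control mean at each dose. Within the D3 batches, the high-dose difference was 1.43 in the 16 arrays and 1.42 in the 8 arrays, and the medium-dose difference was 0.77 and 0.45. The low-dose difference was 0.29 in the 16 arrays and 0.20 in the 8 arrays, the latter from a single low-dose array. The score of the 60 probes called lower at D30 was -0.74 ± 0.14 at the high dose of D3, -0.33 ± 0.13 at the medium dose and -0.20 ± 0.11 at the low dose. The first 2 passed the exact permutation test (adjusted p = 0.00866 and 0.0156), and the low dose did not (adjusted p = 0.0764). Within the batches these differences were -0.60 and -0.85 at the high dose, -0.22 and -0.40 at the medium dose, and -0.08 and -0.20 at the low dose.

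In the arrays of D30, the score of the 317 probes called higher at D3 was 1.18 ± 0.20 (SD, n = 6) at the high dose, 0.46 ± 0.33 at the medium dose and 0.13 ± 0.14 at the low dose, against 0.00 ± 0.15 in the controls. The high and medium doses passed the exact permutation test (adjusted p = 0.00866 and 0.02) with 6 of 6 arrays above the control mean, and the low dose did not (adjusted p = 0.175, 5 of 6 arrays). The highest medium-dose score, 1.03, came from replicate 5, the array of very low spike-in level, and the others lay between 0.07 and 0.51. Without it the medium-dose difference was 0.34 ± 0.19 (n = 5, exact permutation p = 0.0173, unadjusted). The score of the 88 probes called lower at D3 was -0.71 ± 0.07 at the high dose and -0.25 ± 0.14 at the medium dose, and both passed the exact permutation test (adjusted p = 0.00866 and 0.0156). At the low dose it was 0.02 ± 0.11 (adjusted p = 0.801 in the exact permutation test).

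In the arrays of D180, the 236 probes called higher at D30 had a score of 0.78 ± 0.50 (SD, n = 6) at the high dose, 0.21 ± 0.12 at the medium dose and 0.14 ± 0.38 at the low dose, against 0.00 ± 0.11 in the controls. The high and medium doses passed the exact permutation test (adjusted p = 0.0156 and 0.0173), and 6 of 6 arrays lay above the control mean in both. Without medium-dose replicate 6, the array of very low spike-in level, the medium-dose difference was 0.19 ± 0.12 (n = 5, exact permutation p = 0.026, unadjusted). The low dose did not pass (adjusted p = 0.586), and 3 of 6 arrays lay above the control mean. The score of the 60 probes called lower at D30 was -0.21 ± 0.10 at the high dose (adjusted p = 0.0173 in the exact permutation test), 0.03 ± 0.15 at the medium dose and -0.16 ± 0.14 at the low dose. With the probes called at D3 in place of those of D30, the high dose of D180 again passed in both directions, with scores of 0.64 ± 0.35 for the raised and -0.37 ± 0.19 for the lowered probes (adjusted p = 0.00866 and 0.0148 in the exact permutation test). The medium dose did not pass with these probes (0.14 ± 0.08, adjusted p = 0.0658 in the exact permutation test). The low dose did not pass at D180 with any of the 4 sets.

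With each day normalized and fitted alone, the high dose passed the exact permutation test in all 8 combinations of set and day (24 tests, adjusted p from 0.00866 to 0.012), with scores of 1.48, 1.36 and 0.93 for the raised probes at D3, D30 and D180 in place of 1.40, 1.18 and 0.78. The medium dose passed with the same sets as before, and also with the probes raised at D3 in the arrays of D180 (0.20, adjusted p = 0.012, 6 of 6 arrays in the exact permutation test). The low dose again passed with the probes raised at D30 in the arrays of D3 (0.26, adjusted p = 0.0227, 6 of 6 arrays). It also passed with the 34 probes lowered at D30, at D3 (-0.37, adjusted p = 0.0227) and at D180 (-0.32, adjusted p = 0.0244), with 6 of 6 arrays below the control mean (exact permutation test), where it had not passed in the joint processing.

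The exact permutation tests were also repeated for the same sets with the other scalings. With 75th percentile scaling, the one change was that the medium dose of D180 passed with the probes raised at D3 (0.15, adjusted p = 0.0485, 6 of 6 arrays). With the values as deposited, the low dose also passed with the probes raised at D3, at D30 (0.12, adjusted p = 0.0378) and at D180 (0.39, adjusted p = 0.0208), with 6 of 6 arrays above the control mean in both. There the high dose of D180 no longer passed with the probes lowered at D30 (-0.04, adjusted p = 0.786, 3 of 6 arrays), nor did the medium dose of D30 with the probes lowered at D3 (-0.30, adjusted p = 0.0797, 5 of 6 arrays). The low dose did not pass with the probes lowered at D30 in either scaling, at D3 (adjusted p = 0.0672 with 75th percentile scaling and 0.595 as deposited) or at D180 (adjusted p = 0.0552 and 0.595, exact permutation tests). The low-dose result therefore depends on the processing in all sets but the probes raised at D30 in the arrays of D3, where it passed, and those that passed nowhere.

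**Figure D3:**
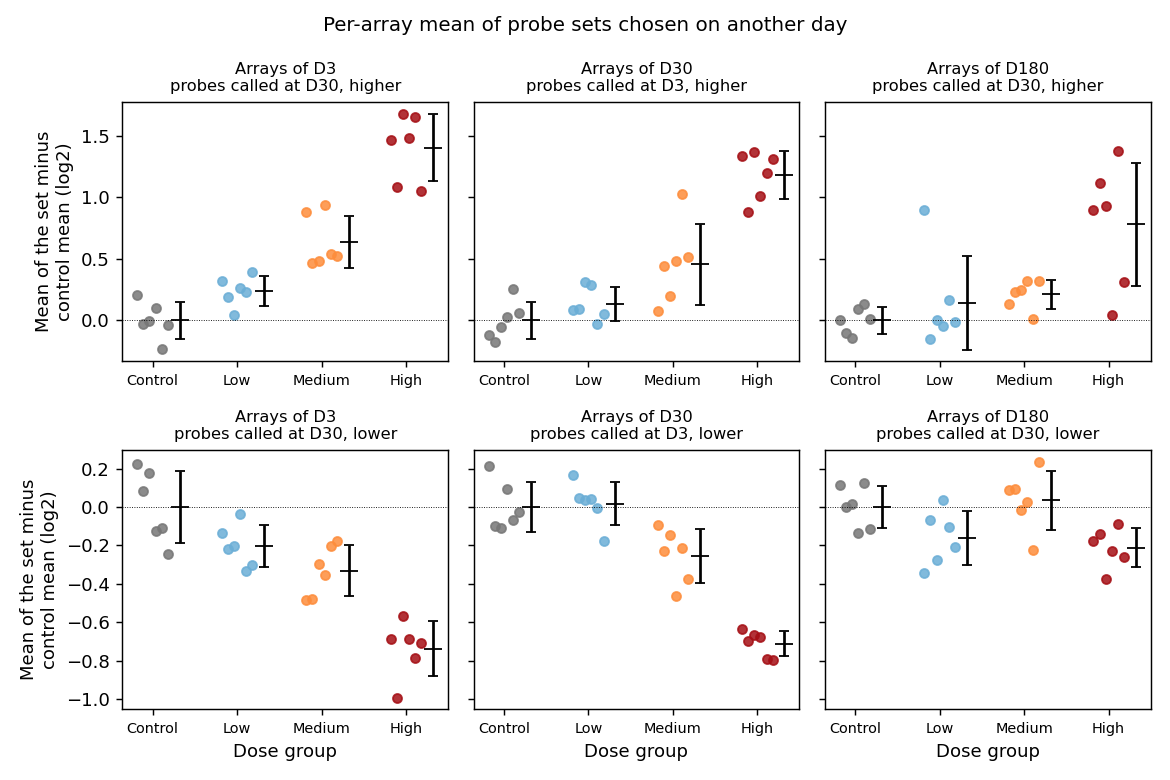
Each point is 1 array, and the y axis is the mean log2 value of a set of probes minus the mean of the same day's controls, by dose group, with the group mean and SD beside the points. In the upper panels (probes called higher on another day) the high-dose means are 1.40 at D3, 1.18 at D30 and 0.78 at D180, and in the lower panels (probes called lower) they are -0.74, -0.71 and -0.21.

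The third question was whether the response was graded by dose. The slope on concentration was called for 567 probes at D3 (456 rising and 111 falling), 859 at D30 (590 rising and 269 falling) and 4 at D180, all rising. With the control-probe levels as covariates the D3 count was 1482, and the D180 count was 2 with these covariates, 1 with the rank of dose and 0 with the replicate number as a block in limma, where 1901 probes at D180 had an unadjusted p-value under 0.05 for the slope without a block. Of the probes called, 284, 235 and 3 were also called at the high dose against controls. The high dose differed from the low dose in 175 probes at D3 (162 higher and 13 lower), 184 at D30 (160 higher and 24 lower) and 2 at D180, both higher. The D3 count was 116 without replicate 3 of the low dose, and the D180 count was 7 without replicate 1 of the low dose and 4, 11 and 5 without replicates 1, 4 and 6 of the high dose. At D3 and with the batch as a block, the count was 191. Within the 16 arrays it was 19, all higher. Within the 8 arrays it was 14, of which 1 was higher and 13 were lower, against a single low-dose array, and 1 of these 14 was among the 175.

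The doses of a day share 6 controls, so their changes correlate without any effect. At D3, the medium and high doses correlated with r = 0.68 across probes, against a median of 0.51 in simulations of unchanged groups, and their covariance was 0.105 against 0.0531. Both values lay inside the simulated range, whose highest r was 0.78 and highest covariance 0.154. With the controls split between the doses, r was 0.23 and the covariance 0.0477. At D30, the medium and high doses correlated with r = 0.61, against a simulated median of 0.49 and a highest of 0.68, and with r = 0.15 with split controls. At D180, the medium and high doses correlated with r = 0.44, below the simulated median of 0.50, and with r = 0.01 with split controls. For the low and high doses the covariance was 0.0862 at D3, 0.0815 at D30 and 0.0863 at D180, against simulated medians of 0.0536, 0.0588 and 0.0557. These values lay below the highest simulated covariances of 0.144, 0.116 and 0.160. With the controls split between the low and high doses, r was 0.15 at D3, 0.10 at D30 and 0.17 at D180. Of the probes called higher at D3, 13 were shared by the medium and high doses, where independent lists would share 0.0973. With split controls and both directions counted together, a median of 8 probes were called at the medium dose and a median of 2.50 were shared, with a range from 0 to 11. At all 3 doses of a day, 0 probes were called in common, which follows from the 0 calls at the low dose.

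At the high dose, the 4 named probes kept the direction of D3 on all 3 days. Probe A_44_P491796 was higher at the high dose by a log2 fold change of 4.07 ± 0.81 (SE) at D3, 6.16 ± 0.81 at D30 and 4.32 ± 0.81 at D180 (limma, adjusted p = 0.000991, 3.65e-07 and 0.00954), with 6 of 6 arrays above the control mean on each day. In the fit of only the 24 arrays of D180 its adjusted p-value was 0.0899, and in the fit of 12 arrays 0.217 (limma). At the medium dose its change was 2.29, 3.99 and 2.01, which did not pass the threshold (adjusted p = 0.615, 0.0945 and 0.844 in limma). Probe A_44_P146845 was higher at the high dose by 3.75 ± 0.64 at D3, 4.97 ± 0.64 at D30 and 3.74 ± 0.64 at D180 (limma, adjusted p = 9.24e-05, 2.6e-07 and 0.00238), and its adjusted p-value at D180 was 0.151 and 0.655 in the fits of 24 and 12 arrays. Probe A_64_P009999 was lower at the high dose by a log2 fold change of -3.44 ± 0.40 at D3 and -2.67 ± 0.40 at D30 (limma, adjusted p = 3.74e-08 and 7.26e-06), and its change at D180 was -1.12 (adjusted p = 0.514). Probe A_44_P454259 was lower by -3.46 ± 0.76 at D3 (limma, adjusted p = 0.00401, and 0.0842 in the fit of 12 arrays), and its change was -2.12 at D30 and -2.36 at D180, neither of which passed (adjusted p = 0.161 and 0.458). At the low dose none of the 4 probes passed on any day.

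**Figure D4:**
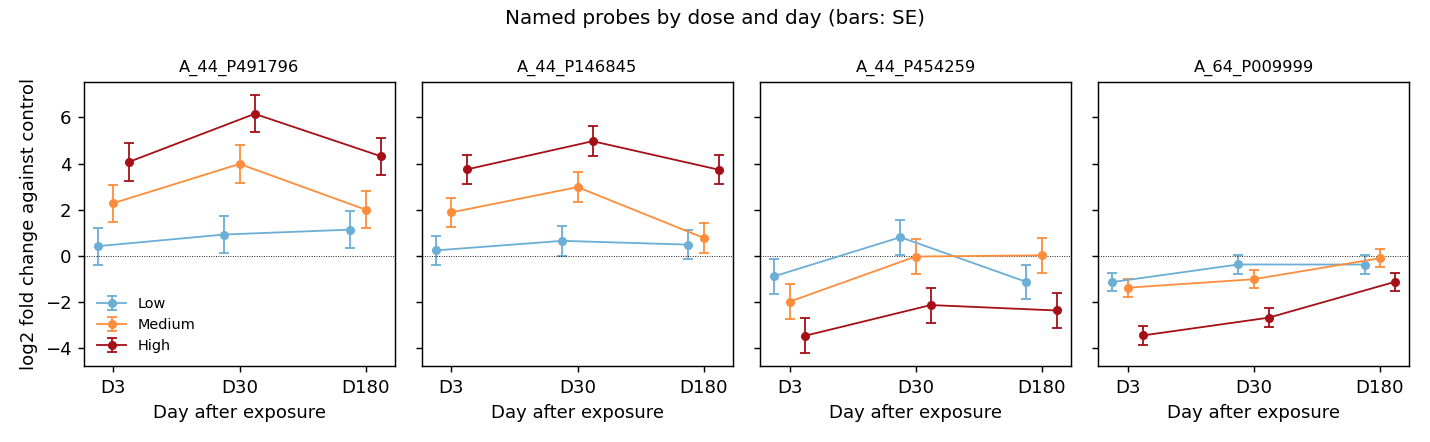
Points give the log2 fold change against the controls of the same day for the 4 named probes, with bars of 1 SE, by day on the x axis and coloured by dose. The high-dose changes of probe A_44_P491796 are 4.07, 6.16 and 4.32, and those of probe A_64_P009999 are -3.44, -2.67 and -1.12.

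Differences between days in the high-dose effect were tested per probe. The effect differed in 0 probes between D3 and D30 and in 0 between D3 and D180 in limma, with 2472 and 2043 probes at an unadjusted p-value under 0.05, and in 1 probe between D30 and D180. With array weights, the first 2 counts were 10 and 32. The first count was 1 without High_D3 replicate 6. The second was 2 without High_D3 replicate 1 or 6, Control_D180 replicate 5 or High_D180 replicate 2, and 1 without Control_D3 replicate 4, High_D3 replicate 3 or 5, Control_D180 replicate 1 or 6, or High_D180 replicate 4 or 6. The last was 2 without Control_D30 replicate 4. It was 0 in limma without Control_D30 replicate 1, 2, 3 or 5, High_D30 replicate 1, 3 or 6, Control_D180 replicate 3, 5 or 6, or High_D180 replicate 3, 4 or 6, with 2500 probes at an unadjusted p-value under 0.05 in the fit of all arrays. For the probes called higher at D30, the high-dose difference in set score was 1.40 at D3 and 0.78 at D180, and the difference between these days was 0.62 (permutation test, p = 0.0276, 2 tests, adjusted p = 0.0276). For the probes called lower at D30, the high-dose difference was -0.74 at D3 and -0.21 at D180 (permutation test, p = 0.00393, adjusted p = 0.00786).

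The controls alone differed between days, which gives the background of age and of any difference in array processing. Between D3 and D30, 298 probes were called, 70.8% of them higher at D30. Between D3 and D180, 1123 probes were called, 54.1% of them higher at D180, and between D30 and D180, 541 probes, 36.2% of them higher at D180. These shares moved with the scaling, to 97.5%, 73.9% and 14.7% with the values as deposited and to 96.8%, 75.9% and 19.1% with 75th percentile scaling. With the D3 spike-in batch as a block the counts were 114, 1385 and 749, with 34.2%, 50.1% and 35.0% higher. The replicate number as a block gave 44, 755 and 229. That block was set within each day, with the first replicate number as its baseline. It therefore compared the days at the level of those replicates, and these counts are not comparable with the others. With no fold threshold there were 370 higher and 517 lower probes at D30 against D3, 1737 and 2325 at D180 against D3, and 1086 and 740 at D180 against D30. The prevailing direction in all 3 comparisons of controls therefore depends on the batch block or the fold threshold. Control probes were called in these comparisons too. Of 111 negative control probes, 4 were called at D30 against D3 and 1 in each comparison with D180. Of 28 spike-in probes, 2 were called at D180 against D3, where the median change of these probes was -1.14. Spike-in RNA does not come from the rat. Before normalization, its level was 1.78 to 1.81 in the D3 controls of the high spike-in batch and -0.76 to 0.09 in the other D3 controls. In the D180 controls it was -0.57 to 0.20. The lower spike-in level at D180 therefore follows the D3 batch, and these probes do not show a further difference in processing between the days. For the gene probes, age and the day of processing cannot be told apart.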

Values the study reported

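The study counted differentially expressed genes at a fold change over 2 and an adjusted p-value under 0.05. For P25 at D3, it reported 317 genes at 1.5 mg/m3, 329 at 5 mg/m3 and 290 at 15 mg/m3. At D30, it reported 39, 49 and 186 genes at these doses, and at D180 it reported 61, 332 and 365.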

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

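The tests on set scores, on the spread over the probes called at D30 and on the left-out D180 arrays, the batch block, the range given for its share and the splits within the D3 batch were chosen after the results had been seen.

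In groups of 6 arrays, a value whose gap to its neighbour is a large part of the range stood apart in 13 of 120 groups examined, where chance would give about 6. The spike-in level stood apart for Low_D3 replicate 4 (1.91, with the others between -0.67 and 0.28), Medium_D30 replicate 5 (-2.14) and Medium_D180 replicate 6 (-2.84). The negative control level of Low_D30 replicate 4 was -0.37, with the others between 0.00 and 0.04. Medium_D30 replicate 5 also had the array median of -0.22 and the interquartile range of 1.09 that stood apart. Probe A_44_P491796 was at -0.84 in Control_D30 replicate 5, probe A_44_P146845 at -2.22 in Low_D30 replicate 6, and probe A_64_P009999 at -5.89 in High_D3 replicate 3. Probe A_44_P454259 was at -1.09 in High_D30 replicate 1, 4.28 in Control_D180 replicate 6 and 6.63 in Medium_D180 replicate 6.

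At D180, the set score of the probes raised at D30 was 0.89 in Low_D180 replicate 1, where the other low-dose arrays lay between -0.15 and 0.17 and the high-dose arrays between 0.05 and 1.38. The lowest high-dose score, 0.05, was that of replicate 4. Without both arrays, 35 probes were called at the high dose of D180 and 40 between the high and low doses, against 14 and 2 with all arrays. The low dose kept 0 calls in limma, and its set score was -0.01 (n = 5, exact permutation p = 0.92).

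The high-dose effect differed between D30 and D180 in 1 probe, with a log2 fold change of 3.84 at D30 and 0.67 at D180. The difference in set score between D3 and D180 was 0.62 for the probes raised at D30 and -0.53 for the lowered ones.

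Far fewer probes were called at the high dose on D180 than on D3. Over the probes called at D30, the median spread in the high-dose group of D180 was 1.12 times that of D3. This lies between the bounds set for a larger spread as the explanation. In the fit of all arrays each probe has a single spread for all days, and the median standard error was 0.26 at both D3 and D180. These equal standard errors follow from the shared spread and do not measure the spread of either day. A larger spread at D180 would not raise the standard errors of that day alone in this fit. The fits of the 24 arrays of 1 day, where the spread of the day enters, called 292 probes at D3 and 1 at D180. There, a larger spread was not settled as the reason. A label exchange between Low_D180 replicate 1 and High_D180 replicate 4 was also considered. Without High_D180 replicate 4 the raised probes still shifted less at D180 than at D3 (permutation p = 0.049, close to the threshold). So did the lowered ones (permutation p = 0.00598). This test holds only high-dose and control arrays, so Low_D180 replicate 1 does not enter it. The values argue against High_D180 replicate 4 as the whole reason for the smaller shift. Exchanged labels were not fitted, for the shift or for the number of calls. Whether the labels of these arrays are right was not settled by this. A smaller effect at D180 may account for part of the fall in calls, since the difference in set score with all arrays had a permutation p of 0.0276.

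Limma array weights brought 378 calls at the low dose on D3. With the weights made equal within the D3 controls, 0 probes were called at the low dose in limma. Across probes, which are not independent, the weighted low-dose change correlated with r = -0.37 with the batch difference measured in medium- and high-dose arrays alone, and the unweighted change with r = -0.24. These values suggest, as a hypothesis, that the 378 calls reflect the 3 up-weighted controls of the high spike-in batch. A true low-dose effect in part of these probes was not excluded.

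The 88 probes that fell at the high dose on D3 were already at -0.67 at the low dose, 0.48 of the high-dose shift. When separate sets of 3 controls were used to choose and to measure such probes, the ratio of low-dose to high-dose shift had a median of 0.20 over 20 such divisions, with a wide range from -1.10 to 0.35. The use of the same controls for choosing and measuring may therefore account for part of this low-dose shift. With the batch as a block, the low-dose shift kept 0.819 of its value (0.722 to 0.886 when an array was left out), so a part for the batch stays open.

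Other splits of the same arrays were tried, 100 per comparison with the real one included. The limit set in advance was that under 5 of 100 splits reach the real count. The shares were not adjusted over the comparisons. At the high dose, 1 split at D3, 1 at D30 and 2 at D180 called as many probes as the real 405, 296 and 14. The highest other splits called 286, 81 and 58. These counts passed the limit, but at D180 another split called more probes than the real one. The D180 count was also only 1 and 0 in the fits of 24 and 12 arrays. The counts at the medium dose did not pass, with 6 splits at D3, 40 at D30 and 16 at D180 as large as the real 15, 1 and 1, and highest others of 56, 84 and 61. At the low dose all 100 splits on each day reached the real count of 0, and the highest others called 1014 at D3, 138 at D30 and 84 at D180. The split with 1014 calls placed all 4 arrays of the high spike-in batch on 1 side, which points to a structure of the samples. The medium-dose split with 56 calls placed 4 of 5 such arrays on 1 side. For the high against the low dose, the count passed the limit at D3 (2 splits, 175 against a highest other of 181) and D30 (1 split, 184 against 58) but not at D180 (11 splits, 2 against 15). For the dose trend the counts passed it on each day (1 split each, with 567, 859 and 4 probes against highest others of 6, 55 and 1). For the difference of the high-dose effect between days, all 100 splits reached 0 for D3 against D30 and for D3 against D180 (highest others 422 and 101), and 4 splits reached 1 for D30 against D180 (highest other 14). For the controls over time, the counts passed the limit in splits that ignore the batch. There were 3 splits for D30 against D3 (298 against 780), 1 for D180 against D3 (1123 against 771) and 1 for D180 against D30 (541 against 7). The splits with 780 and 771 calls placed the 3 controls of the high spike-in batch together.

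Labels were also exchanged only between arrays of the same D3 batch, with the batch in the fit. At the medium dose of D3, 1 of 100 such splits, the real one, reached the real count of 19, and the highest other called 8. That count passed the limit, but 1 of 100 is the lowest share possible here. These splits were chosen after 6 of 100 splits that ignore the batch had reached the count of 15 without the block. The count of 15 also fell to 2 without Medium_D3 replicate 4. The count with the block was not tested by leaving out arrays. The medium-dose set score of the probes raised at D30 passed the exact permutation test at D3 (adjusted p = 0.00866, 6 of 6 arrays). That score tests a mean shift of a set and not the number of calls. At the high dose of D3, 1 of 100 splits reached 403 (highest other 277), and for the high against the low dose 4 reached 191 (highest other 632). For the low dose of D3, 29 of 100 splits reached the real count of 1, and the highest other called 154. For the controls, 4 of 84 splits for D30 against D3 reached 114, a share of 0.0476 close to the limit, with a highest other of 1072 that points to a further structure of the samples. For D180 against D3, 1 of 84 splits reached 1385 (highest other 718).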

How the results depend on the processing

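The fits with 3 or 4 residual components, the control-probe covariates, the D3 batch, the left-out pairs of arrays and the probes that follow negative controls were chosen after seeing the data, as were all alternatives for the controls over time; the cause of a change was not tested unless stated. The high-dose counts at D3 and D30 were above 200 in every fit of both whole groups. The reported counts are from all probes, with no filter; the planned filter, a stricter one, gene averaging and all gene lists could not be run, because values are centred and probes unnamed. Without probes that follow the negative controls (r of at least 0.7), no dose count moved by over 1.5 times. Of 108 values of set shifts over 3 alternatives, 23 changed sign or moved by over 1.5 times, 19 of them at D180, and the largest move was 0.24. Of 216 values of named probes under 6 alternatives, 8 crossed the threshold. Of these 8, the adjusted p-value of A_44_P491796 at the high dose of D180 was 0.0899 in the fit of 24 arrays and 0.217 in the fit of 12 (limma), that of A_44_P146845 was 0.151 and 0.655, and that of A_44_P454259 at the high dose of D3 was 0.0842 in the fit of 12. Called in addition were A_44_P491796 at the medium dose of D30 with the control-probe covariates (limma, adjusted p = 0.0287), and A_44_P454259 and A_64_P009999 at the medium dose of D3 with array weights (limma, adjusted p = 0.0282 and 0.0223). The share of higher probes at the high dose of D3 was 65.6% with 3 and 63.7% with 4 residual components, against 78.3%. The 75th percentile scaling moved the median change of all probes from -0.06 to -0.18 at the low and from -0.03 to -0.12 at the high dose of D180. Signal over background cannot be given for centred values. The fits with 3 or 4 components bring calls at the low and medium doses of D180 that the fit without them lacks. These components come from the residuals, so they lower the spread but not the changes.

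With 75th percentile scaling, the counts became 4 (high against low at D180), 8 (effect at D3 against D180), 690 (controls D30 against D3) and 178 (controls D180 against D30). The values as deposited gave 1 (low dose at D180), 37 (high dose at D180), 6 (effect at D3 against D180), 0 (effect at D30 against D180) and 815 (controls D30 against D3). Fits of the 24 arrays of a day gave 8 (medium dose at D3), 0 (medium dose at D30), 0 (medium dose at D180), 1 (high dose at D180) and 0 (high against low at D180). Fits of the 12 arrays of 2 groups gave 7 (medium dose at D3), 240 (high dose at D3), 0 (medium dose at D30), 0 (medium dose at D180), 0 (high dose at D180), 68 (high against low at D3) and 0 (high against low at D180). Fits of the 24 arrays of 4 groups gave 0 (effect at D30 against D180). With 1 residual component as a covariate, the counts became 24 (medium dose at D3), 3 (low dose at D30), 6 (medium dose at D30), 1 (effect at D3 against D180), 2 (effect at D30 against D180), 605 (controls D30 against D3) and 886 (controls D180 against D30). With 3 components they became 76 (medium dose at D3), 828 (high dose at D3), 5 (low dose at D30), 9 (medium dose at D30), 557 (high dose at D30), 64 (low dose at D180), 66 (medium dose at D180), 41 (high dose at D180), 287 (high against low at D3), 6 (high against low at D180), 42 (effect at D3 against D30), 11 (effect at D3 against D180), 13 (effect at D30 against D180), 916 (controls D30 against D3) and 1315 (controls D180 against D30). With 4 components they became 1 (low dose at D3), 91 (medium dose at D3), 901 (high dose at D3), 7 (low dose at D30), 30 (medium dose at D30), 642 (high dose at D30), 120 (low dose at D180), 114 (medium dose at D180), 60 (high dose at D180), 313 (high against low at D3), 295 (high against low at D30), 7 (high against low at D180), 67 (effect at D3 against D30), 24 (effect at D3 against D180), 14 (effect at D30 against D180), 1022 (controls D30 against D3), 1760 (controls D180 against D3) and 1421 (controls D180 against D30). Array weights gave 378 (low dose at D3), 458 (medium dose at D3), 2029 (high dose at D3), 4 (low dose at D30), 0 (medium dose at D30), 24 (low dose at D180), 6 (medium dose at D180), 357 (high against low at D30), 8 (high against low at D180), 10 (effect at D3 against D30), 32 (effect at D3 against D180), 2401 (controls D30 against D3), 3043 (controls D180 against D3) and 1144 (controls D180 against D30). With no fold threshold, the counts were 817 (high dose at D3), 748 (high dose at D30), 360 (high against low at D3), 288 (high against low at D30), 887 (controls D30 against D3), 4062 (controls D180 against D3) and 1826 (controls D180 against D30). The control-probe levels as covariates gave 1 (low dose at D3), 41 (medium dose at D3), 4 (low dose at D30), 2 (medium dose at D30), 34 (high dose at D180), 271 (high against low at D3), 2 (effect at D3 against D30), 2 (effect at D3 against D180), 2 (effect at D30 against D180), 169 (controls D30 against D3), 1081 (controls D180 against D30), 1482 (trend at D3) and 2 (trend at D180). Without both arrays of very low spike-in level, the counts were 1 (low dose at D30) and 0 (medium dose at D30). Without the pair of D180 arrays with set scores apart, the counts were 8 (medium dose at D30), 2 (medium dose at D180), 35 (high dose at D180), 40 (high against low at D180) and 1 (effect at D3 against D180). The D3 batch as a block gave 1 (low dose at D3), 0 (medium dose at D30) and 114 (controls D30 against D3). The 16 D3 arrays gave 0 (medium dose at D3), 42 (high dose at D3) and 19 (high against low at D3). The 8 D3 arrays gave 37 (low dose at D3), 0 (medium dose at D3), 1 (high dose at D3) and 14 (high against low at D3). The rank of dose gave 1 (trend at D180).

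Leaving out 1 array gave ranges of 0 to 1 (low dose at D3), 2 to 22 (medium dose at D3), 0 to 4 (low dose at D30), 0 to 12 (medium dose at D30), 0 to 6 (low dose at D180), 1 to 5 (medium dose at D180), 8 to 31 (high dose at D180), 116 to 242 (high against low at D3), 2 to 11 (high against low at D180), 0 to 1 (effect at D3 against D30), 0 to 2 (effect at D3 against D180) and 0 to 2 (effect at D30 against D180). Most calls at the medium dose of D3 were lost without Medium_D3 replicate 4 (2 left).

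With the replicate number as a block, the counts became 0 (medium dose at D30), 2 (effect at D3 against D30), 0 (effect at D30 against D180) and 0 (trend at D180). The block moved no other dose count by over 1.5 times. For the controls it gave 44 (D30 against D3) and 229 (D180 against D30). These compare the days at the level of the first replicate number, the baseline of the block on each day, so they do not test the reported counts. The numbers do not pair the samples: residuals of same-numbered arrays of a day correlated with a median r of 0.00 over 108 pairs (-0.29 to 0.40), and 14 of 72 arrays correlated best with their own number.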

Other observations

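The comparisons of shifts over probe sets chosen on another day were picked after the data had been seen. At the study's stated thresholds, the counts here are of probes, with no batch correction added to the deposited values, and the study counted genes after a batch correction. At the low dose of D3, 0 probes were called in limma, with 1620 at an unadjusted p-value under 0.05. That is lower than the value quoted from the study above. At the medium dose of D3, 15 probes were called. That is lower than the value quoted from the study above. At the high dose of D3, 405 probes were called. That is higher than the value quoted from the study above. The fit of 24 arrays gave 292, and the fit of 12 arrays gave 240, which lies on the other side of that value, so this direction depends on the arrays in the fit. At the low dose of D30, 0 probes were called in limma, with 2060 at an unadjusted p-value under 0.05. That is lower than the value quoted from the study above. At the medium dose of D30, 1 probe was called. That is lower than the value quoted from the study above. At the high dose of D30, 296 probes were called. That is higher than the value quoted from the study above. At the low dose of D180, 0 probes were called in limma, with 4174 at an unadjusted p-value under 0.05. This lies below the value quoted from the study above. At the medium dose of D180, 1 probe was called. This lies below the value quoted from the study above. At the high dose of D180, 14 probes were called. This lies below the value quoted from the study above. The direction also turned with array weights at the low and medium dose of D3 (378 and 458 probes) and with 3 or 4 residual components at the low dose of D180 (64 and 120).

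The medium dose had few calls on any day, and at D3 and D30 probes raised at the high dose of the other day were mostly higher at the medium dose too. The median log2 fold change of the 236 probes raised at D30 was 0.21, 0.56 and 1.29 at the low, medium and high dose of D3, and 78.0%, 90.3% and 98.3% of these probes were higher than in controls. The 317 probes raised at D3 had medians of 0.16, 0.32 and 0.99 at D30, and 66.2%, 84.5% and 90.9% of them were higher than in controls. At the medium dose of D180 the lowered probes did not follow, with medians of 0.08 for the 88 probes lowered at D3 (36.4% lower than in controls) and 0.00 for the 60 lowered at D30 (46.7%). Across all probes, the changes at D3 and D30, D3 and D180, and D30 and D180 correlated with r = -0.01, 0.21 and -0.10 at the low dose, 0.21, -0.15 and -0.07 at the medium dose, and 0.34, 0.31 and 0.15 at the high dose.

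Of the 12 probes called higher at the high dose of D180, 9 were also called higher at D3 and 9 at D30.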
